A study of Homo sapiens with 11 samples. Its data were reported in "High-throughput phenotypic screen and transcriptional analysis identify new compounds and targets for macrophage reprogramming" (2021).

How the data were processed

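Human blood monocytes were cultured for 7 days in medium with M-CSF at 50 ng/mL to obtain human monocyte-derived macrophages (hMDMs), and these were treated for 24 h with DMSO, 8 compounds, IL-4 or IFN-g before RNA-seq. Each of the 11 treatments gave 1 library, so there was no replicate check of any difference and no p-value is given. Figure captions of the study describe duplicate samples sequenced separately, so it is unknown whether a deposited library stands for a single sample or for pooled samples. The doses are not stated in the sample labels. Groups were taken from the treatment label of each sample. The M1-activating (6) and M2-activating (2) compound classes come from the cell-shape screen of the study, not from the labels.

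The deposited count table holds expected counts per gene symbol, that is, estimated read counts in which reads shared between genes are split, because 77.6% to 83.2% of the values per library are whole and the rest carry 2 decimals. Values of 0 count as whole in that share. Only 13772 to 16226 genes per library had a count after rounding, so the whole share among genes with reads is lower. The labels name TopHat2, edgeR and the human build hg19, with no versions for the tools. The methods text of the study names bowtie2 and RSEM with a mouse build, which the human gene symbols of the table rule out as the build used here. The aligner and gene annotation behind the counts are therefore uncertain, and no genome coordinates are given. The second deposited table, described as normalized CPM, was found to hold log2 values of CPM plus 1, computed by the authors over 10640 genes. Its columns sum to 1000000 after the log is undone, so no composition factor was applied. The lowest CPM in that table was 0.504, so that it kept only genes seen in every library, and 1935 of the genes tested here were missing from it.

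Expected counts were rounded to whole numbers. The table lists 25343 genes, of which 117 entries (Y-linked genes and XIST) were left out so that no donor characteristic could be read from the values. Genes with a CPM of at least 2 in at least 1 library were tested (12533 genes). Libraries were scaled by the trimmed mean of M-values (TMM) with edgeR 4.0.16 in R 4.3.3, and log2 ratios used a prior count of 2. Other computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9. Library totals ranged from 5051160 to 10962435 counts, so a gene with 0 counts could still have had up to 3 counts, or 0.241 to 0.715 scaled CPM depending on the library.

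A gene counted as higher or lower when the 2 libraries differed at least 2-fold (the fold threshold of the study) and the exact 95% conditional binomial (Clopper-Pearson) interval of the ratio excluded 1. Folds in the text are ratios of TMM-scaled CPM with that interval. The intervals cover counting error only, since PCR copies are not independent molecules and no biological spread could be estimated. Where the DMSO library had 0 counts, the fold was computed against a floor of 3 counts in that library and is given as at least that value. Where the treated library had 0 counts, the bound was computed in the same way. Such bounds leave out the counting error of the other library, and the exact 95% limits are lower. For RAMP1 with IL-4 the bound is 178-fold and the exact limit 144-fold. All comparisons with DMSO share a single DMSO library, so overlaps between them are not given. A gene named for several compounds, such as IFIT2 (higher) or FCER2 (lower), may owe this to its level in that library. A second count for each library took the genes at least 2-fold above the highest, or below the lowest, of all 10 other libraries, with the counting interval against that nearest library excluding 1.

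To place the compounds between the 2 cytokines without reusing the DMSO library to choose genes, genes at least 4-fold apart between the IFN-g and IL-4 libraries were taken as IFN-g-side (304 genes) or IL-4-side (259 genes), and the median log2 ratio of each set to DMSO was computed. Medians carry an exact order-statistic 95% interval over genes. In addition, 39 gene lists of pathways, complexes and cell type markers were fixed before the data were examined. The metallothioneins list held 8 metallothionein genes and the zinc exporter SLC30A1. The mitosis list was a list of proliferation genes and also held TYMS and RRM2, which act in nucleotide synthesis. For each list and treatment the members higher, lower and neither were counted, and the list median was placed among 10000 random lists of equal size drawn from the same 20 expression bins. Of 370 such medians, 73 lay at or below percentile 1 and 53 at or above percentile 99. These percentiles describe the libraries at hand, because genes of a list vary together and are not independent replicates.

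Named genes followed a rule fixed before the data were examined. Per treatment, among genes with at least 50 counts in the higher library, these were the 10 with the highest lower bound and the 10 with the lowest upper bound of the ratio, along with a 7-gene marker panel, up to 4 members of each described list with the largest difference, and up to 5 genes farthest above and below every other library. Many genes named by this rule are read-through or near-identical gene symbols with split reads, so the same rule was also applied to the 7331 tested genes whose deposited values were whole in every library. That second naming was chosen after the data had been seen, and genes it added are introduced as having whole counts. A few list members outside the rule are also given and were chosen after their values were seen.

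Alternatives were DESeq2 size factors (DESeq2 1.42.0), total counts only, no filter (18724 genes), a CPM of at least 10 (9262 genes), prior counts of 0.5 and 10, counts thinned to the smallest library, the CPM table of the authors with the fold alone, the fold without the counting interval, the median of the other treated libraries as the reference, and 2-fold between IFN-g and IL-4 for the side genes. Restriction to whole-count genes and removal of the mocetinostat and niclosamide libraries were added after the data had been seen. The calls were tested on simulated data made from the library totals and levels. With Poisson counts, 89% to 98% of genes set 4-fold apart were called, and 27 to 59 unchanged genes were called per comparison. A simulation of fenbendazole against fluvoxamine, drawn 100 times with every gene unchanged, was added after the data had been seen. With a biological coefficient of variation of 0.1 added to the simulated comparisons with DMSO, 48 to 101 unchanged genes were called. The 95% intervals then held the true ratio for only 71.5% to 79.1% of genes.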

Results

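RNA-seq libraries of hMDMs treated for 24 h with DMSO, 8 compounds, IL-4 or IFN-g were compared, with 1 library per treatment. The DMSO library held 10738134 counts. The compound libraries held 9814002 (bosutinib), 10944457 (alsterpaullone), 9868892 (fenbendazole), 10481441 (thiostrepton), 8387378 (chlorhexidine), 10962435 (fluvoxamine), 5335100 (niclosamide) and 9160691 (mocetinostat) counts, and the IL-4 and IFN-g libraries 5051160 and 10897005 counts. The mocetinostat and niclosamide libraries stood apart in composition, with TMM factors of 0.684 and 0.786 against 1.04 to 1.14 in the other 9. In the mocetinostat library the 10 most abundant genes took 31.2% of counts (CTSB alone 7.56%), against 16.9% to 21.8% elsewhere.

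The first question was how many genes each treatment separated from DMSO. Of 12533 tested genes, 5624 differed at least 2-fold with mocetinostat (3044 higher, 2580 lower) and 3964 with niclosamide (1738 higher, 2226 lower). The cytokines came next, with 1556 genes for IFN-g (687 higher, 869 lower) and 1037 for IL-4 (423 higher, 614 lower). Thiostrepton gave 730 genes (255 higher, 475 lower), bosutinib 525 (228 higher, 297 lower) and chlorhexidine 484 (284 higher, 200 lower). Alsterpaullone gave 260 (144 higher, 116 lower), fenbendazole 209 (101 higher, 108 lower) and fluvoxamine 203 (86 higher, 117 lower). The last 3 counts are close to the 184 genes that separated fenbendazole from fluvoxamine, the smallest count of any pair of libraries. Genes whose counts were not whole made up 66.5% of the fenbendazole genes, 64.0% of the fluvoxamine genes and 58.5% of the alsterpaullone genes, against 41.5% of all tested genes. With whole-count genes only, the counts were 70 for fenbendazole, 73 for fluvoxamine and 108 for alsterpaullone, where fewer genes could be called by construction. For mocetinostat and niclosamide the split into higher and lower genes depended on scaling, and for mocetinostat the larger side changed. With total counts only, the median of all genes lay at −0.56 (log2) for mocetinostat and −0.46 for niclosamide, and the split became 1897 higher and 4505 lower for mocetinostat and 954 higher and 3537 lower for niclosamide. For alsterpaullone that scaling gave 189 higher and 91 lower. The alsterpaullone split turned with whole-count genes only (45 higher, 63 lower) and with a CPM of at least 10 (36 higher, 42 lower). With that CPM limit the mocetinostat split also turned (1840 higher, 1958 lower). The fenbendazole split turned in the CPM table of the authors (55 higher, 42 lower). Against the median of the other treated libraries, fenbendazole had 107 higher and 82 lower, and bosutinib 241 higher and 238 lower.

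Genes beyond every other library do not rest on DMSO alone. Mocetinostat had 2716 of them (1543 above, 1173 below) and niclosamide 1149 (484 above, 665 below). IFN-g had 240 (157 above, 83 below), IL-4 117 (77 above, 40 below), thiostrepton 26 (21 above, 5 below), chlorhexidine 17 (12 above, 5 below) and bosutinib 11 (1 above, 10 below). Alsterpaullone had 4 (2 above, 2 below), DMSO 2 (both below), fenbendazole 1 (below) and fluvoxamine 1 (above). The named ones of these small sets were split-read symbols, NBPF25P below in DMSO, FAM45A and NUDT4P2 below in alsterpaullone, RPL17-C18orf32 above in fluvoxamine and INO80B, with 0 counts, below in fenbendazole. Without the mocetinostat and niclosamide libraries the counts were 464 for IFN-g, 246 for IL-4, 76 for chlorhexidine, 65 for thiostrepton, 23 for bosutinib, 5 for DMSO, 4 for fenbendazole and 3 for fluvoxamine.

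**Figure D1:**
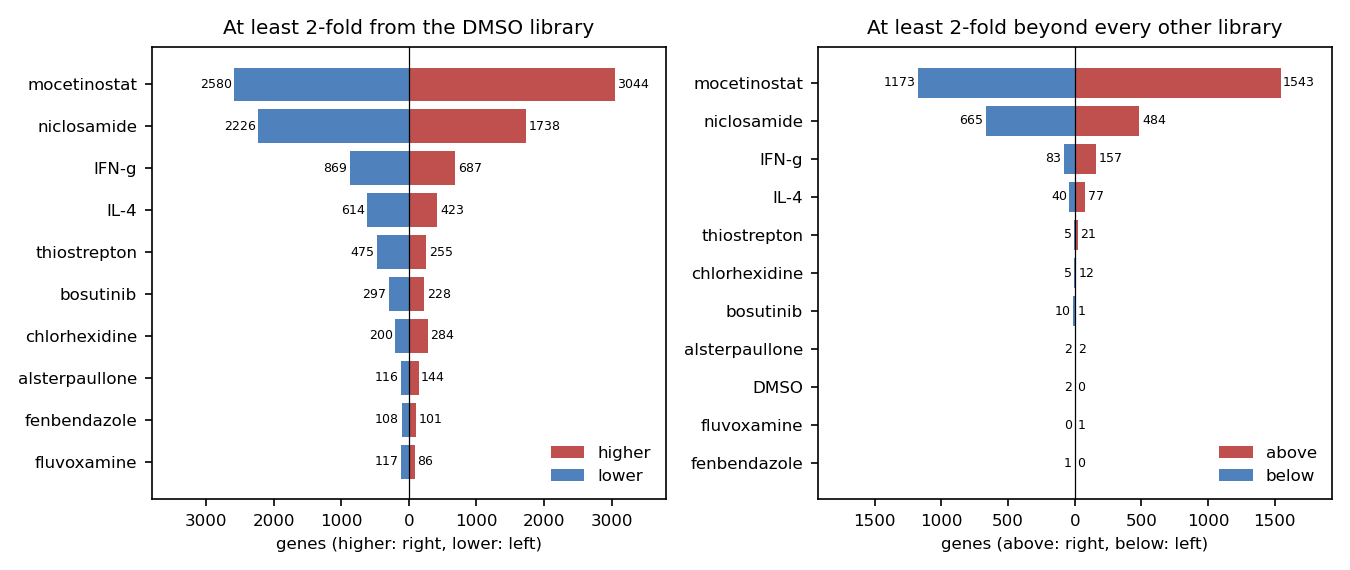
Bars give the number of tested genes (horizontal axis, genes) that were at least 2-fold higher (right, red) or lower (left, blue) than in the DMSO library, on the left panel, and at least 2-fold above or below every other library, on the right panel, for each library. Mocetinostat (5624 genes) and niclosamide (3964 genes) exceeded both cytokines on the left panel, and fenbendazole (1 gene) and fluvoxamine (1 gene) had the smallest sets on the right panel.

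IFN-g served as the M1-activating reference. IDO1, a tryptophan-degrading enzyme, was 967-fold higher than in DMSO (95% interval 444 to 2635), and the signalling inhibitor SOCS1 855-fold (334 to 3140). The chemokines CXCL9 and CXCL10 were 343-fold (224 to 554) and 246-fold (151 to 430) higher, the GTPase GBP5 135-fold (109 to 170) and FAM26F 128-fold (94.1 to 178). HAPLN3 was 149-fold higher (71.9 to 371) and RARRES3 95.3-fold (68.7 to 136). CHAC1, a glutathione-degrading enzyme, had 222 counts against 0 in DMSO and was at least 74.5-fold higher. Among whole-count genes, ISG20 was 144-fold higher (56.0 to 531), ETV7 142-fold (55.2 to 524) and MYO7B at least 74.2-fold.

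All 22 interferon-gamma response genes were higher with IFN-g (median 4.92, 3.26 to 6.92, percentile 100). Of 21 type I interferon response genes, 10 were higher and none lower (median 0.93), led by RSAD2 (17.6-fold, 15.53 to 19.99) and IFIT2 (11.9-fold, 10.1 to 14.1). Of 14 HLA class I presentation genes, 8 were higher and none lower (median 1.19), with TAP1 12.2-fold (11.53 to 12.98) and TAP2 5.52-fold (5.15 to 5.92) higher. Of 11 HLA class II presentation genes, 5 were higher and none lower (median 0.98), among them HLA-DOA (11.7-fold, 9.13 to 15.1) and the class II transactivator CIITA (9.69-fold, 8.551 to 11.01), which also stands in the interferon-gamma list. Of 21 integrated stress response genes, 12 were higher and none lower (median 1.14), including the asparagine synthetase ASNS (18.1-fold, 8.96 to 42.8) and ATF4 (7.23-fold, 6.52 to 8.04). Of 31 proteasome genes, 3 were higher (median 0.32), with PSMA4 at 2.93-fold (2.67 to 3.23).

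Cell cycle genes were lower with IFN-g. Of 23 genes of the mitosis list, 22 were lower (median −3.39), among them KIF20A (67.5-fold lower, 2 counts against 136), BIRC5 (26.9-fold), MKI67 (18.7-fold) and RRM2 (18.5-fold). Of 24 DNA replication genes, 20 were lower (median −1.81). The sphingosine receptor S1PR1 was 70.1-fold lower, STAC 104-fold (1 count against 105), ASPM 86.4-fold (1 count against 87) and LGI2 24.7-fold. Of 20 M-CSF macrophage identity genes, 7 were lower and 2 higher (median −0.62), with F13A1, a coagulation factor subunit, 7.96-fold lower and CD14 2.81-fold lower. In the IL-4 response list 4 of 21 genes were lower and 2 higher (median −0.49), CLEC10A being 4.09-fold higher (2.996 to 5.667). List medians were also low for tubulins (−0.69, 1 of 10 lower), cholesterol synthesis (−0.47, 1 of 23 lower), glycolysis and HIF targets (−0.39, 3 of 21 lower and 1 higher), lysosome (−0.27, 1 of 23 lower) and ribosomal proteins (−0.26, none of 20 lower). The monocytes list had a median of −0.87, with 2 of 8 genes lower and 1 higher, VCAN being 15.8-fold lower. In the neuronal genes list, of which 5 were tested, 3 were lower (median −1.48).

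IL-4 served as the M2-activating reference. The lipoxygenase ALOX15 had 1183 counts against 0 and was at least 850-fold higher, and the receptor subunit RAMP1 (248 counts) and the chemokine CCL26 (170 counts) were at least 178-fold and 122-fold higher. SOCS1 was 145-fold higher (56.2 to 538), the lectin CLEC10A 45.0-fold (34.0 to 60.9) and ANGPTL4 209-fold (36.6 to 8339, 1 count in DMSO). NXPH3 and PPP1R14A were at least 39.5-fold and 35.9-fold higher. Among whole-count genes, IL17RB was 41.1-fold (23.6 to 78.3) and the IgE receptor FCER2 25.7-fold (21.3 to 31.3) higher. Of 21 IL-4 response genes, 20 were higher and none lower (median 3.02, 2.28 to 3.77, percentile 100), also including MAOA (10.9-fold, 9.84 to 12.1), CCL18 (12.6-fold, 11.9 to 13.4) and CD209 (9.66-fold, 9.25 to 10.1).

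Monocyte markers were lower with IL-4. Of 8 monocytes genes, 6 were lower (median −1.37, or −1.24 with genes at 0 counts set to their bound), with VCAN 40.6-fold lower (2 counts against 175) and the calgranulin S100A8 7.00-fold lower. LGALS12 had 0 counts and was at least 14.1-fold lower. SERPINB2 was 17.0-fold, PID1 23.6-fold and the RNA sensor TLR7 12.9-fold lower. Of 20 M-CSF macrophage identity genes, 4 were lower, including CD14 (2.95-fold) and CCL2 (2.44-fold), and F13A1 was 5.89-fold higher (5.71 to 6.06). The NF-kB and inflammatory cytokines list went both ways, with 2 of 21 genes higher and 2 lower (median −0.23). The interferon-gamma response list had 3 of 22 genes higher and 3 lower (median −0.19), the higher ones being SOCS1, CD274 (6.87-fold, 5.40 to 8.81) and CIITA (2.34-fold, 1.98 to 2.76). Of 21 type I interferon response genes, 7 were lower (median −0.58), HERC5 being 4.57-fold lower. Of 23 mitosis genes, 21 were lower (median −2.77), with TOP2A 11.2-fold and MKI67 9.17-fold lower, and 14 of 24 DNA replication genes were lower (median −1.05). Ribosomal proteins (0.43), oxidative phosphorylation (0.42), heat shock (0.36, HSPH1 2.65-fold) and proteasome (0.16) had high medians with 1 gene past 2-fold among them. LXR targets (−0.64, 1 of 11 lower) and cholesterol synthesis (−0.24, none of 23 lower) had low ones. The T cells list had 2 tested genes and 1 lower, IL7R (5.42-fold).

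The marker panel compared the compounds with the cytokines on 7 genes. CD80, a costimulatory ligand, was higher with IFN-g (3.26-fold, 2.53 to 4.23) and niclosamide (4.49-fold, 3.38 to 5.99) and lower with mocetinostat (0.291 of the DMSO level, 0.149 to 0.527). In the other 6 compound libraries it lay between 1.06 and 1.60 times DMSO. CD86 was higher with mocetinostat (3.79-fold, 3.53 to 4.06). It was 1.73-fold (1.61 to 1.86) with IFN-g, under the 2-fold threshold, and 0.829 to 1.22 times DMSO with the other 7 compounds. MRC1, which encodes the mannose receptor CD206, was lower with IFN-g (0.412, 0.398 to 0.427) and niclosamide (0.485, 0.462 to 0.509), was higher with mocetinostat (2.83-fold, 2.76 to 2.90) and was 1.73-fold (1.68 to 1.78) with IL-4. CD163, a haemoglobin scavenger receptor, was lower with IFN-g (0.476, 0.469 to 0.484) and lay between 0.688 (mocetinostat) and 0.959 (fluvoxamine) times DMSO with the 8 compounds. With IL-4 it was at 2865 scaled CPM against 4378 in DMSO, lower than with any of the 8 compounds, so it did not set the cytokines in opposite directions. For these treatments the study reported CD80 and CD86 as raised, and CD163 and CD206 as lowered, by all M1-activating compounds. It reported M1 markers as lowered by both M2-activating compounds. Its main text does not say whether RNA or protein was measured. Here niclosamide had higher CD80 and lower MRC1, and CD163 lay below DMSO with all 8 compounds. Mocetinostat had higher CD86 but lower CD80 and higher MRC1, and CD80 was not lower with bosutinib or alsterpaullone.

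TNF was higher with IFN-g (2.83-fold, 2.11 to 3.83) and thiostrepton (2.60-fold, 1.93 to 3.53) and lower with niclosamide (0.172, 0.0455 to 0.463) and mocetinostat (0.375, 0.189 to 0.688). IL1B was higher with niclosamide (3.32-fold, 2.70 to 4.08), mocetinostat (2.49-fold, 2.04 to 3.04) and thiostrepton (2.43-fold, 2.03 to 2.91), and lower with bosutinib (0.455, 0.342 to 0.600), IFN-g (0.236, 0.164 to 0.333) and IL-4 (0.111, 0.0498 to 0.215). The chemokine CCL24 was higher with IL-4 (2.63-fold, 1.99 to 3.48), and with thiostrepton it was at 0.540 of DMSO (0.376 to 0.766), short of the 2-fold threshold. Scaling moved these calls for mocetinostat. With total counts only, the log2 ratios of MRC1 and IL1B were 0.87 and 0.68, under 2-fold, and that of CD163 was −1.17, beyond it. None of the 7 genes passed the threshold with alsterpaullone, fenbendazole, chlorhexidine or fluvoxamine. The panel went both ways, so its medians say little: −0.49 (IFN-g), 0.19 (IL-4), 0.55 (mocetinostat, −0.07 with total counts), 0.29 (niclosamide, −0.14 with total counts), 0.04 (thiostrepton), −0.32 (chlorhexidine), 0.09 (fenbendazole), −0.06 (fluvoxamine), −0.17 (bosutinib) and 0.06 (alsterpaullone).

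**Figure D2:**
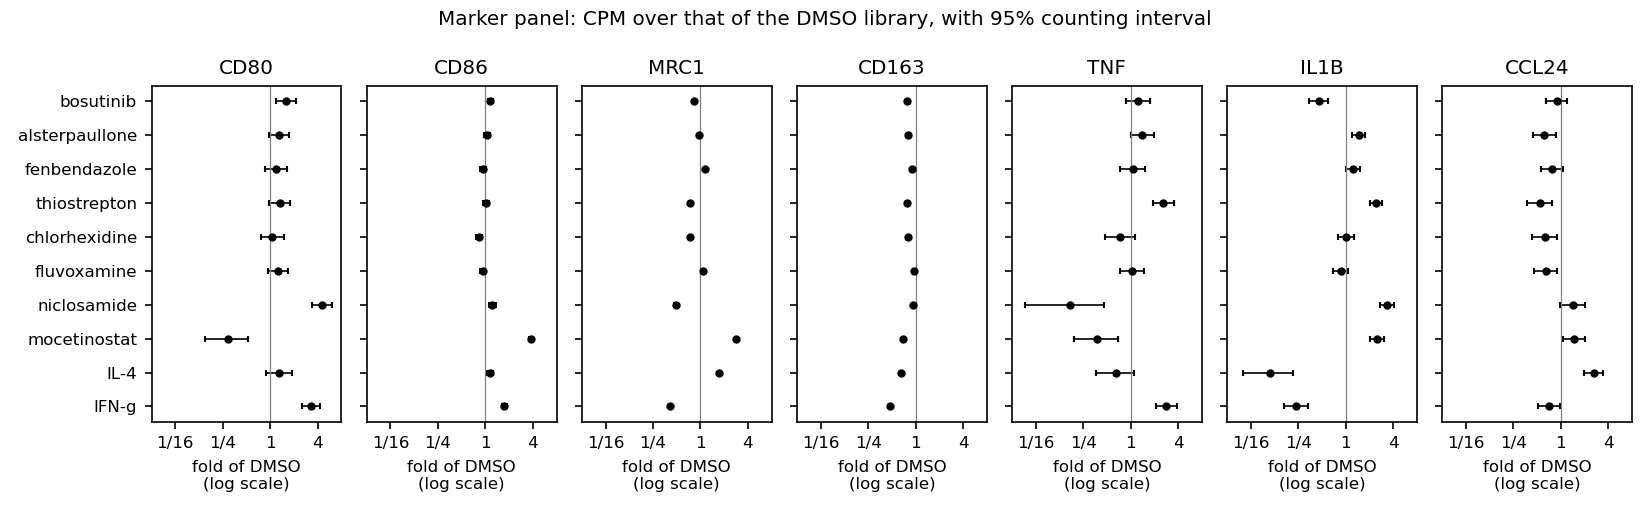
Each panel plots 1 marker gene, with the fold of the DMSO level on a log scale (horizontal axis) and the treatment (vertical axis), points being ratios of scaled CPM and bars 95% counting intervals. CD80 reached 4.49-fold with niclosamide and 3.26-fold with IFN-g, and CD163 lay below 1 in all 10 treated libraries.

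To ask where each compound fell between the cytokines, the IFN-g-side (304) and IL-4-side (259) genes were used. The cytokine medians define the scale and are not independent of the choice of genes: 1.96 and −1.28 for IFN-g, −0.85 and 1.48 for IL-4. With mocetinostat both sets were higher, at 1.12 (0.86 to 1.33) and 1.09 (lower bound 0.82). Random lists of equal expression had medians of 0.32 and 0.46 in that library. With total counts only the side medians were 0.51 and 0.49, and the median of all genes was −0.56. In the CPM table of the authors the side medians were 0.219 (−0.076 to 0.463) and 0.258 (−0.038 to 0.685). Both intervals include 0, but the median of all genes was −0.647 there. With thiostrepton both were slightly lower, at −0.16 (−0.27 to −0.09) and −0.20 (−0.33 to −0.08). Bosutinib had 0.12 (0.07 to 0.23) on the IFN-g side and −0.06 (−0.19 to 0) on the IL-4 side. Niclosamide had 0.18 (−0.02 to 0.40) and 0.00 (−0.30 to 0.08), although 91 of the 304 IFN-g-side genes were higher and 55 lower with niclosamide. Random lists of equal expression had medians of −0.10 and −0.11 in the niclosamide library, whose side medians lay at percentiles 99.98 and 86.77. With total counts only, the niclosamide medians were −0.11 and −0.38, and the median of all genes was −0.46. Chlorhexidine had 0.10 (0.01 to 0.18) and 0, fenbendazole 0.05 (0.01 to 0.11) and 0, alsterpaullone 0.00 and −0.04 (−0.11 to 0), and fluvoxamine −0.04 (−0.07 to 0.00) and −0.06 (−0.11 to −0.05). On the IFN-g side, percentiles were 100 for mocetinostat and bosutinib, 99.99 for fenbendazole and 99.79 for chlorhexidine. They were 42.07 for alsterpaullone, 4.75 for fluvoxamine and 0 for thiostrepton. On the IL-4 side, percentiles were 100 for mocetinostat, 57.52 for fenbendazole and 21.19 for chlorhexidine. They were 1.935 for alsterpaullone, 0.44 for bosutinib, 0.04 for fluvoxamine and 0 for thiostrepton. The medians of the 8 compounds thus showed no split between the 6 M1-activating and 2 M2-activating compounds on these 2 sets. The study used another measure for these treatments, gene set enrichment of published macrophage modules over ranked genes, along with marker genes. It reported typical M1 modules as raised by the M1-activating compounds and lowered by the M2-activating compounds. Medians of the side genes do not test that result.

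**Figure D3:**
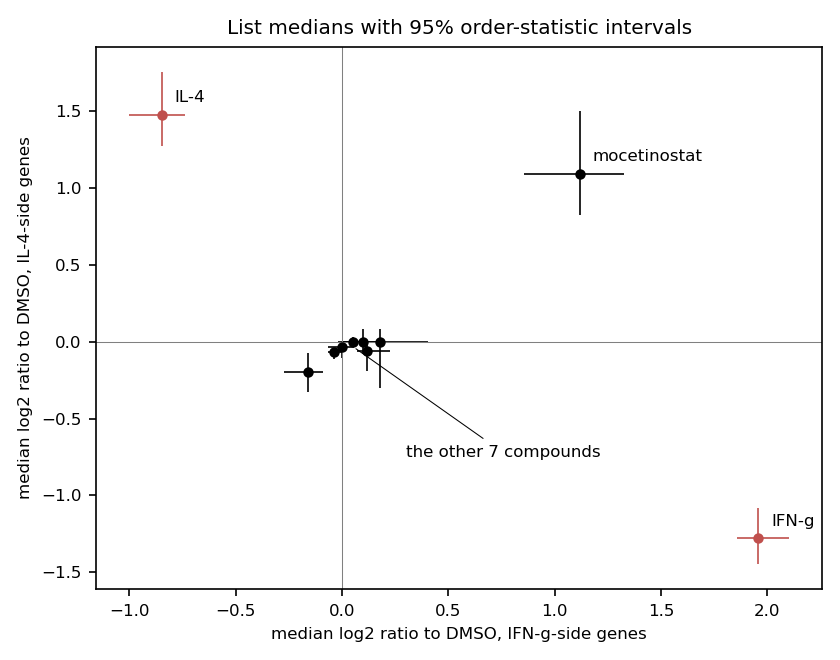
Points give the median log2 ratio to DMSO of the 304 IFN-g-side genes (horizontal axis) and the 259 IL-4-side genes (vertical axis) for the 10 treated libraries, and bars the 95% order-statistic intervals over genes. The cytokines (red) fall at opposite corners, mocetinostat lies near 1.12 and 1.09 and the other 7 compounds lie within 0.2 of 0 on both axes.

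Thiostrepton, an M1-activating thiopeptide antibiotic, gave higher proteasome genes and lower cell cycle genes. Of 31 proteasome genes, 20 were higher and none lower (median 1.08, 0.98 to 1.21, percentile 100), with PSMB6 at 3.15-fold (2.88 to 3.44), PSMB7 at 3.10-fold (2.82 to 3.41) and PSMB4 at 2.77-fold (2.56 to 2.99). The ganglioside synthase B4GALNT1 and the dynein chain DYNC1I1 had 198 and 88 counts against 0 and were at least 67.0-fold and 29.8-fold higher. The microtubule-associated MAP1A was 14.0-fold (10.95 to 18.19), the ubiquitin hydrolase UCHL1 10.2-fold (8.76 to 11.8) and the reductase AKR1C1 9.52-fold (7.59 to 12.1) higher, and LOXL1 59.9-fold (10.3 to 2406, 1 count in DMSO). Among whole-count genes, TIMP4 was 12.3-fold (6.01 to 29.3), MLLT11 7.14-fold (5.02 to 10.4), the transporter ABCB6 4.72-fold (3.73 to 6.02) and the autophagy gene GABARAPL1 3.37-fold (2.98 to 3.81) higher. DYNC1I1, MLLT11, B4GALNT1, ABCB6 and UCHL1 were the named genes above every other library.

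Of 23 mitosis genes, 20 were lower with thiostrepton (median −1.46, −1.65 to −1.32) and of 24 DNA replication genes, 19 were lower (median −1.68, −2.29 to −1.25), none being higher in either list. CCNE2 was 15.6-fold, GINS2 and EXO1 each 7.79-fold, MCM10 8.25-fold and MYBL2 5.88-fold lower, along with TCF19 (5.21-fold) and CDT1 (5.08-fold). F13A1 was 9.66-fold lower (615 counts against 6035) and the serotonin receptor HTR2B 8.74-fold. Of 21 NF-kB and inflammatory cytokines genes, 5 were higher and none lower (median 0.10), namely TNF, IL1B, CXCL1 (3.13-fold, 2.14 to 4.67), CXCL2 (2.25-fold, 1.28 to 4.09) and CXCL3 (3.68-fold, 1.64 to 9.32). Of 16 NRF2 targets, 3 were higher (median 0.65), TALDO1, SLC7A11 and TXN at 2.195-fold, 2.08-fold and 2.04-fold. None of 13 heat shock genes was past 2-fold (median 0.04). The interferon-gamma response list had 1 of 22 genes lower (median −0.16), CXCL10, which had 0 counts and was at least 5.25-fold lower. In the IL-4 response list 4 of 21 genes were lower (median −0.38), F13A1, CLEC10A (6.28-fold), FCER2 (5.28-fold) and CD209 (4.27-fold).

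Further lists were low with thiostrepton: metallothioneins (−0.95, 4 of 9 lower), monocytes (−0.71, 3 of 8 lower), cholesterol synthesis (−0.68, 5 of 23 lower), type I interferon response (−0.54, 1 of 21 lower), M-CSF macrophage identity (−0.30, 2 of 20 lower) and unfolded protein response (−0.28, 4 of 18 lower, HSPA5 2.64-fold). CREB targets (0.50, 1 of 14 higher) and polyadenylated histones (0.48, none of 9 past 2-fold) were high.

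Niclosamide, an M1-activating anthelmintic, gave the highest level of several inflammatory and stress genes. The transporter NIPAL4 was 955-fold higher (502 to 2091) and the chemokine CXCL8 211-fold (187 to 238), and both were far above every other library, by 177-fold and 49.8-fold over the nearest. The adenosine receptor ADORA2A and GPRC5A were at least 149-fold and 88.6-fold higher, and the prostaglandin synthase PTGES 203-fold (55.4 to 1696, 2 counts in DMSO). Among whole-count genes, FBXO32 was 59.3-fold (42.7 to 84.9), G0S2 52.0-fold (39.7 to 69.3), CXCL10 56.1-fold (34.1 to 99.4), ISG20 95.6-fold (36.5 to 356) and GPR183 30.0-fold (27.3 to 33.0) higher, with CCR7 at 233-fold (40.8 to 9322, 1 count in DMSO). Of 21 NF-kB and inflammatory cytokines genes, 17 were higher and 1, TNF, was lower (median 2.31, 1.63 to 2.96, percentile 100), including TNFAIP6 (28.3-fold, 18.6 to 45.0), SOD2 (interval 15.4 to 16.6) and NFKBIA (12.97-fold, 11.98 to 14.06). Of 21 integrated stress response genes, 14 were higher and 1 lower (median 1.64), led by DDIT3 (32.0-fold, 23.6 to 44.2) and GDF15 (12.2-fold, 10.4 to 14.3). Of 21 glycolysis and HIF targets, 10 were higher and 1 lower (median 0.89), with VEGFA at 28.1-fold (21.1 to 38.1), CA12 at 12.9-fold (5.92 to 32.0) and SLC2A1 at 12.6-fold (9.10 to 17.7). Of 21 oxidative phosphorylation genes 1 was higher, SDHB (median 0.61).

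S1PR1 and the transcription factor KLF2 had 0 counts with niclosamide and were at least 43.4-fold and 24.1-fold lower. TUBA1A was 24.0-fold lower (88 counts against 5730), ACACA, an enzyme of fatty acid synthesis, 38.1-fold, NT5DC2 48.4-fold, ENC1 37.2-fold, GIMAP6 25.4-fold, SGK223 34.9-fold and FBN2 48.8-fold (2 counts against 265). Of 20 M-CSF macrophage identity genes, 9 were lower and none higher (median −0.76), among them CCL2 (14.0-fold), F13A1 (12.3-fold) and STAB1 (6.11-fold). Mitosis genes (18 of 23 lower, median −1.61) and DNA replication genes (22 of 24 lower, median −1.80) were low, and so were tubulins (6 of 10 lower, −1.23) and cholesterol synthesis (8 of 23 lower, −0.56). Of 22 interferon-gamma response genes, 8 were higher and 1, CIITA, lower (median 0.86), IDO1 being 75.1-fold (33.8 to 208) and CD274 13.6-fold (10.8 to 17.2) higher. In the type I interferon response list 9 of 21 were higher and 1 lower (0.90). The IL-4 response list had 3 of 21 genes higher and 6 lower (median −0.32, or −0.22 with genes at 0 counts set to their bound), with CD200R1 41.3-fold lower (1 count). Metallothioneins (8 of 9 higher, 5.14), CREB targets (7 of 14 higher and 1 lower, 1.40, NR4A2 85.5-fold), polyadenylated histones (6 of 9 higher, 1.33), NRF2 targets (5 of 16 higher, 0.93) and the mature dendritic cells list (7 of 10 higher and 1 lower, 1.77) were high. The last list shares IDO1 and CCR7 with the genes above. Total counts only gave lower niclosamide medians, at 0.43 for interferon-gamma response, 0.47 for type I interferon response, 0.50 for NRF2 targets, 0.46 for glycolysis and HIF targets and 0.17 for oxidative phosphorylation. Only the interval of type I interferon response then excluded 0 among these 5, and that of oxidative phosphorylation also included 0 with TMM. The median of all genes was −0.46 with total counts only, so under that scaling 0 is not the level of the other genes. Of all 12533 tested genes, 1738 were higher and 2226 lower with niclosamide. Counts of list members near these shares are not particular to a list.

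Mocetinostat, an M1-activating inhibitor of histone deacetylases, gave many transcripts that were nearly absent from every other library. The synaptic vesicle genes SV2A and SYN1 had 778 and 548 counts against 1 each in DMSO, or 1413-fold (253 to 55860) and 995-fold (178 to 39370) higher. The adhesion genes CADM3 and ESAM and the genes CAMSAP3 and CRIP2 had 0 counts in DMSO and were at least 285-fold, 189-fold, 215-fold and 188-fold higher. CXCR1, a receptor of CXCL8, was 1492-fold (267 to 59020), the growth factor AREG 708-fold (126 to 28040) and L1CAM 510-fold (174 to 2479) higher. All 9 polyadenylated histones genes were higher (median 5.02, 1.87 to 6.13, percentile 100), with HIST1H2BD at 269-fold (130 to 669), HIST1H2AC at 78.8-fold (49.5 to 134) and HIST1H1C at 73.8-fold (54.9 to 102). In the neuronal genes list 2 of 5 tested genes were higher, STMN2 (at least 36.3-fold) and SYP (8.77-fold, lower bound 6.06), with a list median of 0.51 that was −0.11 with total counts only. The cell cycle inhibitor CDKN1A was 4.96-fold (4.71 to 5.23) higher and AEN 10.02-fold lower.

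All 23 mitosis genes were lower with mocetinostat (median −3.60, −4.15 to −3.31), and 23 of 24 DNA replication genes (median −3.29, or −3.22 with genes at 0 counts set to their bound). TYMS was 46.2-fold lower (5 counts against 419), E2F1 54.5-fold (3 against 297), FOXM1 35.7-fold, MYBL2 34.2-fold and MCM7 28.2-fold, and CENPM had 0 counts and was at least 25.7-fold lower. NOL6 was 66.3-fold, thrombomodulin (THBD) 42.1-fold and SARS2 at least 19.6-fold lower. Of 31 proteasome genes, 19 were lower and none higher (median −1.27), with PSMB5 5.55-fold lower.

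Of 11 HLA class II presentation genes, 10 were higher with mocetinostat and none lower (median 2.10), led by HLA-DOA (46.7-fold, 36.8 to 60.2) and HLA-DQA1 (7.01-fold, 6.61 to 7.44). Of 22 interferon-gamma response genes, 15 were higher and 2 lower (median 1.28), with SOCS1 at 16.34-fold (5.857 to 63.2) and GBP5 at 10.5-fold (8.32 to 13.4). The IL-4 response list had 10 of 21 genes higher and 3 lower (median 0.89), with ALOX15 at least 18.8-fold, FABP4 17.3-fold (14.7 to 20.4) and CCL18 10.03-fold (9.477 to 10.61) higher and CD209 4.82-fold lower. Metallothioneins (8 of 9 higher, 5.13), CREB targets (10 of 14 higher, 2.52), monocytes (5 of 8 higher, 1.53), LXR targets (5 of 11 higher, 0.97, ABCG1 7.91-fold), integrated stress response (9 of 21 higher and 2 lower, 0.94) and lysosome (9 of 23 higher, 0.71, PSAP 3.37-fold) were also high. Total counts only gave lower medians, at 1.47 for HLA class II presentation, 0.66 for interferon-gamma response, 0.59 for IL-4 response, 0.90 for monocytes, 0.34 for LXR targets, 0.31 for integrated stress response and 0.08 for lysosome. Under that scaling the intervals of all of these but HLA class II presentation included 0, and those of IL-4 response, monocytes and integrated stress response also did so with TMM. The median of all genes was −0.56 with total counts only, so 0 is not the level of the other genes there. An interval that includes 0 under that scaling therefore does not show that a list was level with the other genes. Of all 12533 tested genes, 3044 were higher and 2580 lower with mocetinostat. Random lists matched to the side genes had medians of 0.32 and 0.46 in that library with TMM. Counts and medians of a list near these levels are not particular to that list.

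Chlorhexidine, an M1-activating antiseptic, gave higher metallothioneins. Of the 9 genes of the metallothioneins list, which includes SLC30A1, 8 were higher (median 3.66, percentile 100). Among them were MT1A at 872-fold (156 to 34510, 1 count in DMSO), MT1M at 32.3-fold (upper bound 40.6), MT1E at 16.2-fold (13.6 to 19.3) and MT2A at 14.4-fold (13.7 to 15.1). MT1B, MT1JP and MT1L, which share sequence with these, were at least 137-fold, at least 45.3-fold and 21.1-fold higher. SCUBE2 and the collagen gene COL2A1 were at least 32.9-fold and 30.3-fold higher, and DNER 105-fold (18.3 to 4199, 1 count in DMSO), all of them above every other library. Of 21 integrated stress response genes, 9 were higher and 1, ATF3, lower (median 0.92), with PSAT1 and PHGDH, enzymes of serine synthesis, at 13.8-fold (7.62 to 27.4) and 8.05-fold (5.38 to 12.5), ASNS at 11.2-fold (5.39 to 27.0) and CHAC1 at least 12.4-fold. None of 18 unfolded protein response genes was past 2-fold (median −0.34, −0.48 to −0.20), and 2 of 21 NF-kB and inflammatory cytokines genes were lower (median −0.15), CCL3 and TRAF1. Among whole-count genes, PANX2 was 7.35-fold (5.36 to 10.3) and LAPTM4B 7.01-fold (5.18 to 9.64) higher. Of 11 LXR targets, 2 were higher (median 0.52), the cholesterol exporter ABCG1 (5.52-fold, 4.59 to 6.67) and SMPDL3A (3.12-fold, 2.32 to 4.25).

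Lower genes with chlorhexidine included OCSTAMP, a gene of osteoclast fusion (13.5-fold lower, 4 counts against 69), NES (5.18-fold), RGS1 (5.03-fold), S100A8 (3.36-fold), the chemokine CCL22 (3.18-fold) and IL1RN (3.14-fold), and among whole-count genes CSF1 (2.69-fold). Of 8 monocytes genes, 2 were lower (median −0.73). In the IL-4 response list 5 of 21 genes were lower (median −0.25), and in the interferon-gamma response list 1 of 22 was lower (median 0.20). The median of the mitosis list was 0.33. Of its 23 genes 1 was higher, the nucleotide synthesis gene TYMS (2.04-fold, 1.81 to 2.31), and TK1 lay 2.05-fold above the nearest library. Smaller shifts were seen in type I interferon response (0.26, none of 21 past 2-fold, and −0.20 against the median of the other treated libraries), heat shock (−0.31, none of 13), actin and SRF targets (−0.29, 2 of 14 lower), tubulins (−0.27, 1 of 10 lower, and 0.03 against that median) and proteasome (−0.18, none of 31).

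Fenbendazole, an M1-activating benzimidazole anthelmintic, gave lower tubulins and few other differences. All 10 tubulins genes were lower (median −1.21, −1.56 to −1.09, percentile 0), with TUBA1B 3.02-fold lower (6505 counts against 21288), TUBB 2.95-fold (5156 against 16451), TUBB4B 2.34-fold and TUBB3 2.53-fold. None of 14 actin and SRF targets was past 2-fold (median 0.01). The interferon-induced genes IFIT2 and RSAD2 were 3.02-fold (2.50 to 3.66) and 2.53-fold (2.19 to 2.94) higher, and 3 of 21 type I interferon response genes were higher (median 0.64). IFIT2 was also higher with bosutinib, fluvoxamine, mocetinostat and IFN-g, all against the same DMSO library. Of 22 interferon-gamma response genes 1, CXCL10, was higher (2.23-fold, 1.19 to 4.34, list median 0.09), and none of 21 IL-4 response genes was past 2-fold (median 0.00). Other named genes at the top of either direction were mostly split-read symbols, as 19 of the 20 named genes had counts that were not whole. Among whole-count genes, CCNJ (2.89-fold, 1.88 to 4.55) and MALAT1 (2.56-fold, 1.78 to 3.73) were higher, and NUSAP1 (2.49-fold), CDCA5 (2.45-fold), MYBL2 (2.32-fold) and MKI67 (2.03-fold) were lower.

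Of 23 mitosis genes, 5 were lower with fenbendazole (median −0.62), and 3 of 24 DNA replication genes (median −0.62). Against the median of the other treated libraries, which includes the 5 libraries with the lowest mitosis genes, these medians were 0.89 and 0.23. Polyadenylated histones (0.31), NF-kB and inflammatory cytokines (−0.27, 1 of 21 lower), ribosomal proteins (−0.23), LXR targets (−0.19), HLA class II presentation (0.11) and cholesterol synthesis (−0.10) also lay at or beyond percentile 1 or 99, with no other gene past 2-fold. Against the other treated libraries 3 of these turned, histones to −0.02, HLA class II to −0.02 and cholesterol synthesis to 0.16, and so did the interferon-gamma response list, to −0.09.

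Fluvoxamine, an M1-activating antidepressant that inhibits serotonin reuptake, gave 203 genes at least 2-fold from DMSO. None of 23 cholesterol synthesis genes was past 2-fold, but the median was 0.31 (0.28 to 0.37, percentile 100), with DHCR7 at 1.54-fold (1.44 to 1.64) and HMGCS1 at 1.503-fold (1.33 to 1.701). None of 11 LXR targets (median 0.09) or 23 lysosome genes (median 0.01) was past 2-fold, SCD being 1.74-fold (1.69 to 1.79). IFIT2 was 2.67-fold higher (2.21 to 3.24). CXCL5 (2.67-fold), CXCL8 (2.25-fold), the fatty acid binding gene FABP4 (2.32-fold), NES (3.31-fold), AMT (3.52-fold) and OCSTAMP (2.76-fold) were lower, and 4 of 21 NF-kB and inflammatory cytokines genes were lower and none higher (median −0.35). The interferon-gamma response list had 1 of 22 higher, CXCL10 (2.70-fold, 1.498 to 5.119, list median 0.05), and the IL-4 response list 2 of 21 lower, FCER2 and FABP4 (median −0.24). The metallothioneins list had a median of −0.48, with 1 of 9 genes lower. Medians were also low for mitosis (−0.55) and DNA replication (−0.43), with no gene past 2-fold, and these were 0.90 and 0.48 against the median of the other treated libraries. The type I interferon response median was 0.12 (1 of 21 higher), and −0.19 against that reference. The unfolded protein response median was 0.08 with none of 18 genes past 2-fold, and the NK cells list rested on NKG7 alone (median −0.76). Of the 20 named genes, 15 had counts that were not whole.

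Bosutinib is an M2-activating kinase inhibitor. The chemokine CCL7 was 4.72-fold lower (94 counts against 471), FCER2 5.56-fold, the cyclin CCND1 3.85-fold, USP2 6.08-fold, the adrenergic receptor ADRA2B 5.24-fold, HPGD 6.49-fold and CRABP2 3.71-fold, and NMRK2 had 0 counts and was at least 17.6-fold lower. CCL7, USP2, NMRK2 and EGR2 lay below every other library, and RHOB, a small GTPase, was the only gene above (3.03-fold over DMSO, 2.75 to 3.34). IFIT2 (3.84-fold, 3.20 to 4.63), CDKN1C (8.73-fold, 4.36 to 19.8) and DUSP8 (5.12-fold, 3.01 to 9.21) were higher, and among whole-count genes CXCR4 (3.51-fold, 2.94 to 4.22), NEAT1 (3.22-fold, lower bound 2.61), JUP (2.66-fold, 2.32 to 3.05) and KLF2 (2.64-fold, 2.24 to 3.14).

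Of 14 CREB targets, 2 were higher with bosutinib, RGS2 (2.68-fold, 1.89 to 3.85) and THBS1 (2.08-fold, 1.59 to 2.76), and 1, FOS, was 2.60-fold lower (median 0.56, percentile 100). Of 23 cholesterol synthesis genes 1, ACAT2, was lower (median −0.24), and none of 23 lysosome genes was past 2-fold (median 0.04). The interferon-gamma response list had 2 of 22 genes higher, CIITA (3.18-fold, 2.77 to 3.66) and SOCS1 (4.25-fold, 1.37 to 17.5), with a median of 0.11. The IL-4 response list had 5 of 21 genes lower (median −0.27), CCL22 by 3.28-fold, CD209 by 2.19-fold, FABP4 by 3.12-fold and TGM2 by 2.07-fold beside FCER2. HLA class II presentation (0.49, 1 of 11 higher), type I interferon response (0.46, 2 of 21 higher) and LXR targets (0.22, 1 of 11 higher, ABCG1 2.41-fold) had high medians. Low medians were found for glycolysis and HIF targets (−0.52, 1 of 21 higher), DNA replication (−0.49), unfolded protein response (−0.41), ribosomal proteins (−0.37), heat shock (−0.37), proteasome (−0.28), oxidative phosphorylation (−0.23) and mitosis (−0.23), with no gene lower past 2-fold in any of them. The mitosis and DNA replication medians were 1.252 and 0.365 against the median of the other treated libraries.

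Alsterpaullone, an M2-activating inhibitor of cyclin-dependent kinases and GSK3, gave small differences. The nuclear RNA NEAT1 was 2.91-fold higher (2.36 to 3.61), and among whole-count genes the nuclear RNA MALAT1 was 2.56-fold (1.80 to 3.70), GAS5 3.17-fold (1.76 to 6.07), CCNL1 2.63-fold (1.73 to 4.09), G0S2 2.31-fold (1.68 to 3.20) and HBEGF 2.09-fold (1.60 to 2.73) higher. OCSTAMP (4.19-fold), NMRK2 (3.82-fold), FCER2 (2.80-fold), NES (2.57-fold) and LTBP2 (2.26-fold) were lower, as were COL8A2 (2.23-fold), NKG7 (2.31-fold) and DTL (2.22-fold) among whole-count genes. NES was level with the median of the other treated libraries (0.01). Of 24 DNA replication genes, 2 were lower, CDT1 and CDC45 (median −0.62, −0.77 to −0.44), and of 23 mitosis genes 1, CCNB2 (median −0.48, −0.69 to −0.42). Against the median of the other treated libraries these medians were 0.33 and 0.92. Only 3 of 10 Wnt targets were tested, with none past 2-fold (median −0.41). None of 22 interferon-gamma response genes was past 2-fold (median 0.13, and −0.07 against the other treated libraries), and 2 of 21 IL-4 response genes were lower, CCL22 (2.04-fold) and FCER2 (median −0.10). Type I interferon response (0.40), tubulins (−0.36), monocytes (−0.32), HLA class II presentation (−0.24) and metallothioneins (−0.22) lay at or beyond percentile 1 or 99 with no gene past the rule, and the NK cells list again held NKG7 alone (median −1.19). Of the 20 named genes, 14 had counts that were not whole.

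**Figure D4:**
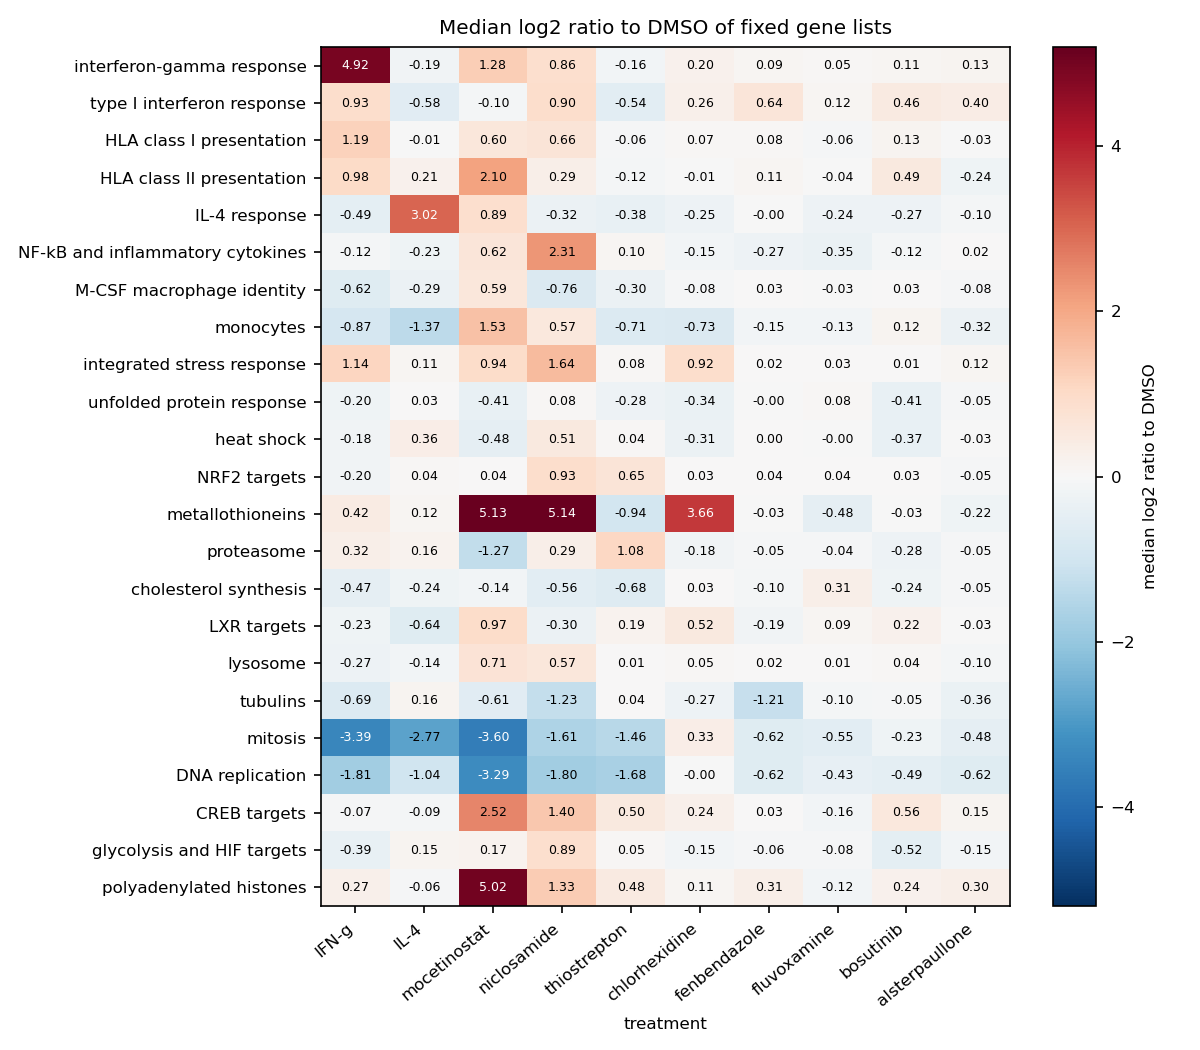
Each cell gives the median log2 ratio to DMSO of 1 fixed gene list (vertical axis) in 1 treatment (horizontal axis), with the colour scale in log2 units. Metallothioneins reached 5.13, 5.14 and 3.66 in mocetinostat, niclosamide and chlorhexidine, and mitosis was lowest in mocetinostat (−3.60) and IFN-g (−3.39).

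Marker lists of other cell types were measured in every library. Summed T cells markers, carried by IL7R, lay between 5.49 (IL-4) and 30.9 scaled CPM (alsterpaullone), apart from 48.7 in mocetinostat and 160.7 in niclosamide, where IL7R was 5.57-fold higher than in DMSO (4.87 to 6.37). IL7R is also made by activated macrophages. B cells markers lay between 3.21 and 7.15 CPM except for 55.4 in mocetinostat, where all 3 tested genes were higher and FCRLA was at 43.1 CPM. Neutrophils markers lay between 11.4 and 15.3 CPM except for 179.3 in mocetinostat, of which CXCR1 made up 131.2 CPM, with 4 of 5 genes higher. Platelets markers lay between 7.21 and 13.2 CPM except for 29.3 in niclosamide and 81.4 in mocetinostat, where PPBP was 6.65-fold higher (5.49 to 8.10). Stromal cells markers were at most 1.33 CPM except for 47.6 in mocetinostat, where both tested genes were higher and COL1A1 was 86.2-fold higher (33.1 to 320). NK cells markers lay between 6.19 and 25.8 CPM in all 11 libraries. Erythroid cells markers summed to at most 0.479 CPM and none of 7 was tested, and none of the 9 mitochondrial genome genes stood in the table. For comparison, the DMSO library held 1155 CPM of monocytes markers.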

Values the study reported

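The study screened 4126 compounds by cell shape and reported 127 M1-activating and 180 M2-activating compounds at Z-score cutoffs of −4 and 6. An effective concentration below 10 μM was reported for 20 of 23 compounds in the M1-activating class and 4 of 6 in the M2-activating class. Thiostrepton was used at 2.5 μM for 24 h, and genes were called at P < 0.05 with a 2-fold threshold.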

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

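The tests on genes with whole counts only and without the mocetinostat and niclosamide libraries were chosen after the results had been seen, and the others were planned. Among alternative counts of genes at least 2-fold from DMSO, 77 stayed within 1.5 times the value in the report and 33 did not. For genes beyond every other library, 77 stayed within that factor and 42 did not. A median counted as the same where it stayed inside the 95% interval of the reported median, and a gene ratio where it stayed inside its counting interval, which is narrow for abundant genes. Reversed means a change of sign, for a median whose interval excluded 0 or for a gene that passed the rule. Lists too small for an interval were compared by sign alone. Among alternative medians of the side genes, 152 stayed the same and 24 moved. Among list medians, 413 stayed the same, 40 moved and 15 reversed, and among ratios of named genes, 656 stayed the same, 149 moved and 5 reversed. DESeq2 size factors left every count, side median and list median within these limits, and so did a prior count of 0.5 for the counts and side medians, the only results of these on which it was run.

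Counts of genes at least 2-fold from DMSO were mostly lower under stricter settings. With a CPM of at least 10, which tests fewer genes, they were 233 for bosutinib, 78 for alsterpaullone, 76 for fenbendazole, 392 for thiostrepton, 229 for chlorhexidine, 56 for fluvoxamine, 657 for IL-4 and 1036 for IFN-g. With a prior count of 10, which shrinks ratios of low counts, they were 281 for bosutinib, 85 for alsterpaullone, 87 for fenbendazole, 440 for thiostrepton, 276 for chlorhexidine and 58 for fluvoxamine. The CPM table of the authors differs at once in genes, scaling and low-count handling and was used without the counting interval, so that its counts have no single cause. It gave 322 for bosutinib, 137 for alsterpaullone, 97 for fenbendazole, 456 for thiostrepton, 304 for chlorhexidine and 86 for fluvoxamine. Genes with whole counts only, again fewer by construction, gave 286 for bosutinib, 108 for alsterpaullone, 70 for fenbendazole, 396 for thiostrepton, 241 for chlorhexidine, 73 for fluvoxamine, 2251 for niclosamide, 3331 for mocetinostat, 611 for IL-4 and 883 for IFN-g. Without a filter, which tests more genes, the counts were 410 for alsterpaullone and 323 for fluvoxamine. With the fold alone the count was 317 for fenbendazole.

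Genes beyond every other library were few in 5 libraries, so that small shifts moved their counts. In the DMSO library there were 4 without a filter, 1 with a CPM of at least 10, 0 with a prior count of 10, 1 with thinned counts, 1 in the CPM table of the authors, 4 with the fold alone, 0 with whole counts only and 5 without the mocetinostat and niclosamide libraries. Bosutinib had 6 with a CPM of at least 10, 6 with a prior count of 10, 18 with the fold alone and 23 without the 2 libraries. Alsterpaullone had 2 with a CPM of at least 10, 1 in the CPM table of the authors and 0 with whole counts only. Fenbendazole had 0 with a CPM of at least 10, 0 with thinned counts, 0 in the CPM table of the authors, 3 with the fold alone, 0 with whole counts only and 4 without the 2 libraries. Fluvoxamine had 2 without a filter, 0 with a CPM of at least 10, 3 with thinned counts, 0 in the CPM table of the authors, 2 with the fold alone, 0 with whole counts only and 3 without the 2 libraries.

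Chlorhexidine had 9 genes beyond every other library with a CPM of at least 10, 11 with a prior count of 10, 6 in the CPM table of the authors, 10 with whole counts only and 76 without the mocetinostat and niclosamide libraries. Thiostrepton had 17 with whole counts only and 65 without the 2 libraries. IL-4 had 68 and 246 under those settings, and IFN-g 139 and 464. Niclosamide had 650 with whole counts only. Mocetinostat had 1696 with whole counts only and 1803 with a CPM of at least 10. Leaving out 2 libraries gives fewer libraries to exceed, which raises these counts by construction.

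Medians of the side genes moved most often in the mocetinostat and niclosamide libraries, under the scaling and, for mocetinostat, also under the choice of side genes. On the IFN-g side, total counts only gave 0.507 for mocetinostat, −0.105 for niclosamide and 0.071 for alsterpaullone, and the CPM table of the authors gave 0.219, −0.096 and 0.092. For mocetinostat a prior count of 10 gave 0.72 and side genes 2-fold apart gave 0.661. For thiostrepton thinned counts gave −0.083. Against the median of the other treated libraries the values were −0.283 for thiostrepton, −0.101 for fluvoxamine and 0.001 for fenbendazole. On the IL-4 side, total counts only gave 0.49 for mocetinostat, −0.378 for niclosamide and −0.036 for fluvoxamine. The CPM table of the authors gave 0.258 for mocetinostat, −0.519 for niclosamide and 0.029 for alsterpaullone. Whole counts only gave 0.109 for niclosamide, and the other treated libraries as reference gave 0.048 for fenbendazole. For mocetinostat the IL-4 side was at 0.808 without a filter, 0.682 with a prior count of 10, 0.82 with thinned counts and 0.448 with side genes 2-fold apart. A change to total counts only moves all genes of a library nearly alike. The median of all genes then went from 0.046 to −0.562 for mocetinostat and from −0.047 to −0.463 for niclosamide. The cause of the shifts under the other settings was not tested.

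Most reversals came from taking the median of the other treated libraries as the reference. Medians whose interval in the report includes 0 were not counted as reversed where they changed sign, and the report gives those of the marker panel. The mitosis list became positive for bosutinib (1.252), alsterpaullone (0.915), fenbendazole (0.887) and fluvoxamine (0.899), and so did the DNA replication list, at 0.365, 0.327, 0.227 and 0.477. That reference includes 5 libraries with low mitosis genes, and therefore lies below DMSO for these lists. The interferon-gamma response list became −0.085 for fenbendazole, and the type I interferon response list −0.202 for chlorhexidine and −0.191 for fluvoxamine. The HLA class II presentation list became −0.016 and the cholesterol synthesis list 0.159 for fenbendazole, and the tubulins list 0.03 for chlorhexidine. The log2 ratio of TMX2-CTNND1 became −0.561 for bosutinib, that of NBPF25P −0.471 for alsterpaullone and −0.048 for fluvoxamine, that of COMMD3-BMI1 −0.198 and that of NES 0.009 for alsterpaullone. With total counts only the neuronal genes list became −0.112 for mocetinostat.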

Other observations

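With IFN-g, IRF1, a transcription factor that binds interferon-responsive promoters, was 32.3-fold higher than in DMSO (28.7 to 36.5) and IRF8 2.40-fold (2.23 to 2.59). The costimulatory receptor CD40 was 7.88-fold higher (7.09 to 8.76) and the checkpoint ligand CD274 18.1-fold (14.6 to 22.6). With IL-4, the chemokine CCL13 was 9.55-fold (8.81 to 10.4), the transglutaminase TGM2 7.07-fold (6.77 to 7.39) and, among whole-count genes, HOMER2 30.2-fold (17.9 to 54.9) higher.

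The kinase SIK1 and the phosphatase DUSP1 were 37.5-fold (20.9 to 74.1) and 30.7-fold (24.7 to 38.5) higher with niclosamide, and the dendritic cell genes LAMP3 and CCL19 29.3-fold (11.8 to 93.9) and 24.96-fold (9.957 to 80.5). The matrix gene THBS1 was 86.2-fold (69.2 to 109) and RGS2 38.5-fold (28.66 to 52.97) higher with mocetinostat, and the chaperone HSPH1 was 19.0-fold lower.

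In the patterns below, the tests on the fenbendazole and fluvoxamine pair, on summed metallothionein counts and on SLC30A1 were chosen after the results had been seen. The smallest number of genes between any 2 libraries was 184, between fenbendazole and fluvoxamine. Of these, 123 (66.8%) had counts that were not whole, against 52.8 expected from expression-matched genes, a ratio of 2.33, so reads shared between near-identical genes may account for part of the number. With every gene unchanged, 100 simulations of this pair with Poisson counts gave at most 58 called genes, and those against DMSO at most 59, which argues against counting error as the whole source. Other variation between libraries stays open, and no biological explanation was tested.

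Mitosis genes were lower than in DMSO with IFN-g, IL-4, thiostrepton, niclosamide and mocetinostat. Against the median of the other treated libraries the highest of the 5 medians was −0.813 (thiostrepton, interval up to −0.596), which argues against a high level in the DMSO library as the whole source. That interval runs over genes of a list that vary together, in single libraries. The list median was also below DMSO with bosutinib, alsterpaullone, fenbendazole and fluvoxamine, though not with chlorhexidine, so a part played by the DMSO level stays open. Over total counts and DESeq2 size factors the highest was −1.45, which argues against scaling. A lower share of dividing cells with these treatments stays open as a hypothesis and was not tested.

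Metallothioneins were higher with chlorhexidine, niclosamide and mocetinostat. The summed counts of the 8 metallothionein genes, without SLC30A1, were at least 12.31-fold higher than in DMSO (chlorhexidine, 11.98 to 12.64). They were 26.9-fold higher in niclosamide and 34.7-fold in mocetinostat, which argues against reads moved between near-identical genes. Over total counts and DESeq2 size factors the lowest list median was 3.657, which argues against scaling. The zinc exporter SLC30A1 is itself a member of the metallothioneins list. Over the 3 scalings it was 1.39-fold higher with chlorhexidine and 1.26-fold to 2.01-fold with mocetinostat, every interval lying above 1. With thiostrepton it was at 0.684 to 0.690 of DMSO, and the summed metallothionein counts without it were at 0.551 of DMSO. A wider metal response was predicted to put SLC30A1 above the DMSO level in all 3 libraries under every scaling. With niclosamide SLC30A1 was 1.22-fold higher with TMM and 0.9089 times the DMSO level with total counts (0.7935 to 1.039). The prediction was thus not met in full, and whether there was a wider metal response cannot be told. SLC30A1 is a single gene, its intervals cover counting error only, and thiostrepton was not part of the prediction.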
